A study of Homo sapiens with 8 samples.

How the data were processed

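RNA was measured in 8 wells of A549 cells, 4 untreated and 4 treated with 1 µM dexamethasone for 48 h, with 1 library per well. Per the labels' protocols, total RNA was depleted of ribosomal RNA, made into libraries with random-hexamer priming and sequenced as paired-end reads, and identical wells were prepared for proteomics, which is not analysed here. Per the series' design text, the authors checked reads with FastQC, trimmed adapters with Cutadapt, aligned to GRCh38 with STAR, quantified genes with featureCounts and tested differences with DESeq2. The annotation release and the use of strand in the counting are not stated.

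The deposited values were read as FPKM, although they are described as counts. They are not whole numbers, so they cannot be read counts, and neither the labels nor the files name the unit or the step that made it. The reading as FPKM was inferred from the values: the sums of FPKM differed between libraries (338989 to 373855), and the values multiplied by transcript length summed to 805000000 to 915000000 per library, close below the total that FPKM of all genes would give. TPM of a larger gene table would differ only by 1 factor per library, which the scaling between libraries removes.

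Depth was estimated from the steps between low FPKM values of genes with 1 annotated transcript, which corresponded to 24700000 to 28550000 fragments per library. Untreated replicates 1, 3, 4 and 5 had 25330000, 25160000, 26470000 and 24700000 fragments, and dexamethasone replicates 1, 3, 4 and 5 had 25180000, 26470000, 26360000 and 28550000 fragments. These are below the depth of sequencing that the labels state. In each library 44.6% to 49.6% of such low values lay within 0.1 of a whole number of fragments, where 20% would by chance, so whole counts were not recovered and no count test was run.

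Each library held the same 19158 genes, of which 19065 were found in GENCODE v44 by gene identifier and 18947 (98.9%) were protein coding. The coordinates given with the values equal those of GENCODE v44 for 6232 genes and overlap them for all 19065. Coordinates are printed as given, and GENCODE v44 supplied strand, overlaps between genes, GC content and transcript lengths. There were 12 symbols that name more than 1 gene identifier, and genes were kept apart by identifier.

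The tests, the rule for named genes, the gene lists and most of the other settings tried were written before the data were examined. The planned test was a quasi-likelihood test for counts, on the assumption that the values were read counts, and it was replaced because they are not. In its place log2(FPKM + 1) was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend and robust), with the group as the only term, two-sided, over all 8 libraries. Adjustment was by Benjamini-Hochberg, and a gene was called at an adjusted p under 0.05. Libraries were scaled by a trimmed mean of M values, trimming 0.3 of M values and 0.05 of A values on each side. Genes with an FPKM of at least 0.5 in at least 4 libraries were tested. The pseudocount of 1, the filter, the scaling on FPKM and the expression minimum for named genes were set once the unit was known and before any test was run. In fits that left out a library the filter asked for 3 libraries; it first asked for 4 and was changed after those fits had been seen, so that genes expressed in only 1 group stayed testable. A fold change is on the log2(FPKM + 1) scale and understates the change of low genes.

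The procedure was tested on simulated data made from the untreated means and spread, 4 libraries against 4. Of 200 genes changed 2-fold it recovered 45.5% with 8 false calls in 12057 genes, and of 200 genes changed 4-fold it recovered 87% with 11 false calls in 12042 genes. Of 200 genes changed 1.5-fold it recovered 0% in 12048 genes. With no gene changed there were 0 calls in 12049 genes, of which 555 had an unadjusted p under 0.05. Changes of 1.5-fold or less were thus below what this design detects in the simulation.

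Genes named in the report were chosen by the planned rule: FKBP5, TSC22D3, PER1, NR3C1, NR3C2, HSD11B1 and HSD11B2; the 6 largest rises and 6 largest falls among called genes with a mean log2(FPKM + 1) of at least 1 and no overlap between groups; and the 2 members of each list with the smallest p. Some genes that the rule selected are not reported here. CRISPLD2 was added after its values were seen. The 9 lists (glucocorticoid-induced genes, inflammatory mediators, interferon-stimulated genes, S phase, G2/M phase, cholesterol synthesis, NRF2 targets, alveolar type II and circadian clock) were written from general knowledge. They were tested with camera at an inter-gene correlation of 0.01, with fry and with camera at an estimated correlation. Members of gene families with near-identical sequence, such as SAA1 and SAA2, the AKR1C genes, the CXCL genes and the histone genes, can share reads, and the authors' treatment of such reads is not stated.

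Library composition was compared with exact permutation tests over all 70 assignments of the 8 libraries, in Python 3.11.15 with scipy 1.17.1. Principal components used the 2000 most variable genes. Alternatives were median-of-ratios scaling, values as deposited, no filter, a mean FPKM of at least 1, the replicate number as a term, the GC trend of each library removed by loess (span 0.5), each library left out in turn, an adjusted p under 0.01, protein-coding genes only and a test against a fold of 1.2. A pseudocount of 0.1, quantile normalization, limma without trend and robust, and leaving out both libraries numbered 5 were added after the data had been seen. Shares of gene biotypes were not compared because 98.9% of the genes are protein coding.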

Results

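RNA was measured in A549 cells, an established epithelial cell line derived from a human lung adenocarcinoma. The cells were either left untreated or exposed for 48 h to 1 µM dexamethasone, a synthetic glucocorticoid that activates the glucocorticoid receptor. There were 8 libraries, 4 untreated and 4 treated with dexamethasone, each from its own culture well. The replicates carried the numbers 1, 3, 4 and 5 in both groups, and all 8 libraries had the same batch label, so the comparison between groups lies within 1 batch as labelled. Values were FPKM (fragments per gene, scaled by transcript length and by the fragments of the library) for 19158 genes. The steps between low FPKM values corresponded to 24700000 to 28550000 fragments per library. Between 14798 and 15182 genes per library had a value above 0, and 2597 genes were listed at 0 in all 8 libraries.

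The libraries separated by treatment. In a principal component analysis of the 2000 most variable genes, the first component held 73.7% of the variance and the second 13.3%. The untreated libraries lay between -41.4 and -22.5 on the first component and the dexamethasone libraries between 20.8 and 33.2. When all filtered genes were used, the first component held 63.2% of the variance. Spearman correlations across genes were 0.933 to 0.987 between untreated libraries, 0.958 to 0.984 between dexamethasone libraries, and 0.833 to 0.934 between libraries of different groups. Untreated replicate 5 and dexamethasone replicate 5 both lay apart from the rest of their group on the second component, at 22.4 and 15.9, while the other libraries lay between -12.9 and 2.91. No pair of libraries was close enough to identity to be counted as 1 sample.

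**Figure D1:**
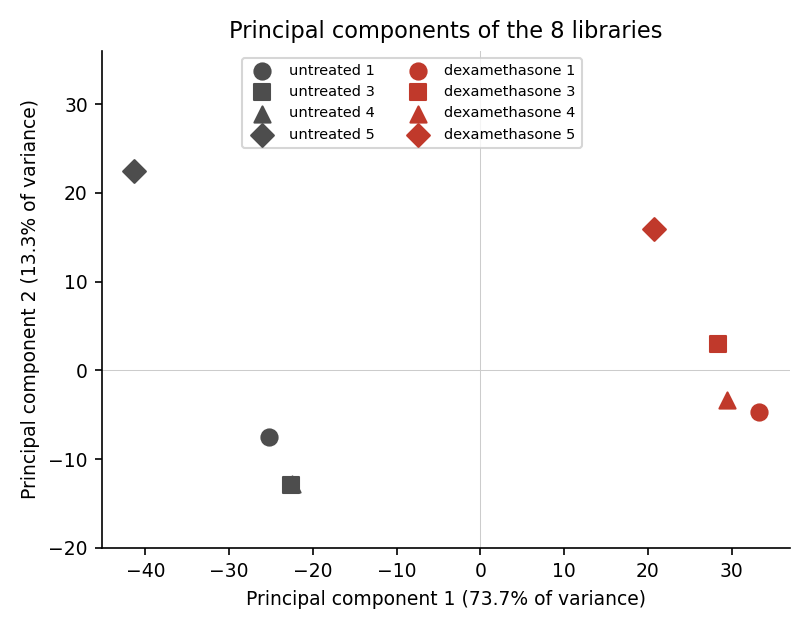
Principal components of the 8 libraries, from log2(FPKM + 1) of the 2000 most variable genes, with each point 1 library and the symbol showing its replicate number. The first component (73.7% of the variance) parts the untreated libraries from the dexamethasone libraries, untreated replicates 3 and 4 overlie each other, and both libraries numbered 5 lie highest on the second component.

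The established glucocorticoid-response genes FKBP5, TSC22D3 and PER1 were examined first, because they check the treatment labels. All coordinates are GRCh38 as given with the values. FKBP5 (ENSG00000096060, chromosome 6, 35573585 to 35728583, minus strand, protein coding) had 5.71 ± 1.25 FPKM (SD, n = 4) in untreated cells and 134 ± 33.6 FPKM (SD, n = 4) after dexamethasone. Its log2 fold change on the log2(FPKM + 1) scale was 4.31 (SE 0.215, limma adjusted p = 1.4e-06). TSC22D3 (ENSG00000157514, chromosome X, 107713221 to 107777342, minus strand) rose from 6.22 ± 1.45 to 102 ± 5.94 FPKM (SD, n = 4 each), a log2 fold change of 3.85 (SE 0.162, limma adjusted p = 4.39e-07). PER1 (ENSG00000179094, chromosome 17, 8140472 to 8156506, minus strand) rose from 3.47 ± 0.6 to 16 ± 3.45 FPKM (SD, n = 4 each), a log2 fold change of 1.92 (SE 0.165, limma adjusted p = 3.73e-05). For each of these genes the lowest dexamethasone library lay above the highest untreated library. In untreated replicate 5 FKBP5 was 3.96 FPKM, and in dexamethasone replicate 5 it was 92.6 FPKM, so both libraries carried the response of their label.

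**Figure D2:**
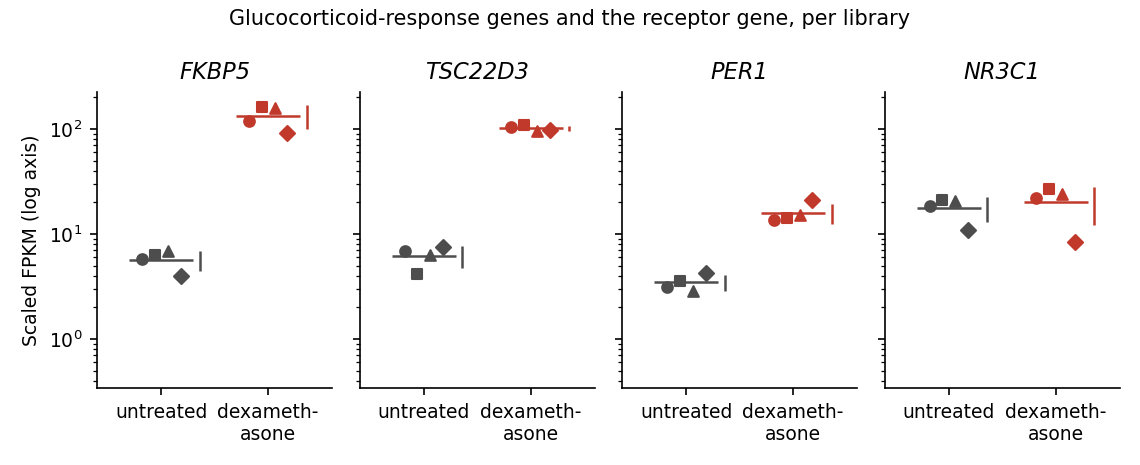
Scaled FPKM of FKBP5, TSC22D3, PER1 and NR3C1 in each library on a log axis, with the group mean as a horizontal line, the SD (n = 4) as the vertical bar beside it, and the same symbols for replicates 1 (circle), 3 (square), 4 (triangle) and 5 (diamond) in both groups. The dexamethasone libraries lie above the untreated ones for FKBP5, TSC22D3 and PER1, whereas NR3C1 overlaps between the groups and is lowest in replicate 5 of each.

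The next comparison asked which transcripts differed after 48 h of dexamethasone. Of 12161 genes that passed the filter on low values, 3310 (27.2%) had a limma Benjamini-Hochberg adjusted p under 0.05, of which 1448 were higher and 1862 lower after dexamethasone. A further condition of at least a 2-fold change on the log2(FPKM + 1) scale left 921 genes, 423 higher and 498 lower. Among the tested genes, 3862 (31.8%) had no overlap between the 4 values of each group, against 2.9% by chance. The count depended on the libraries numbered 5: without both of them 5513 genes passed, and 98.8% of the 3310 genes were among these. With the trend of each library on gene GC content removed, 4546 genes passed and 87.7% of the 3310 genes were among them. No gene called both there and in the full comparison had the opposite direction, which was likely from the start because both fits use the same libraries. The balance of calls did move. Of the 3033 genes with the lowest GC content 494 were higher and 98 lower, against 387 and 546 with the trend removed. Of the 3033 with the highest, 218 were higher and 786 lower, against 571 and 736. Fold changes fell with the GC content of genes (Spearman rho -0.455 across genes, which are not independent replicates).

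The genes with the largest rise were taken among genes whose groups did not overlap, and those other than FKBP5 had mean values under 1 FPKM in untreated cells, where the log2(FPKM + 1) scale understates the change. CIDEC (ENSG00000187288, chromosome 3, 9866711 to 9880254) rose from 0.716 ± 0.17 to 67.2 ± 16.1 FPKM (SD, n = 4 each), a log2 fold change of 5.29 (SE 0.17, limma adjusted p = 7.88e-08). CDH16 (ENSG00000166589, chromosome 16, 66908122 to 66918984) rose from 0.404 ± 0.141 to 41 ± 4.09 FPKM, a log2 fold change of 4.90 (SE 0.13, limma adjusted p = 5.01e-08). SCNN1B (ENSG00000168447, chromosome 16, 23278231 to 23381299) rose from 0.163 ± 0.0971 to 31.1 ± 5.15 FPKM, with a log2 fold change of 4.78 (SE 0.141, limma adjusted p = 5.01e-08). MAOA (ENSG00000189221, chromosome X, 43654907 to 43746824) rose from 0.568 ± 0.177 to 39 ± 0.756 FPKM, with a log2 fold change of 4.68 (SE 0.12, limma adjusted p = 5.01e-08). SAA1 (ENSG00000173432, chromosome 11, 18266174 to 18269977) was at 0.188, 0.0275, 0 and 0 FPKM in untreated replicates 1, 3, 4 and 5 and at 22.6 ± 5.36 FPKM (SD, n = 4) after dexamethasone, with a log2 fold change of 4.46 (SE 0.163, limma adjusted p = 1.58e-07). The value of SAA1 is uncertain as a gene-level value, because SAA1 is nearly identical to SAA2 and the counting could have split reads between them. FKBP5 was the remaining gene of the 6 with the largest rise.

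Among the largest falls, IL11 (ENSG00000095752, chromosome 19, 55364389 to 55370463) went from 13.3 ± 3.3 to 0.398 ± 0.0763 FPKM (SD, n = 4 each), a log2 fold change of -3.33 (SE 0.164, limma adjusted p = 1.27e-06). RASSF10 (ENSG00000189431, chromosome 11, 13009577 to 13012106) went from 10.4 ± 0.62 to 0.188 ± 0.0287 FPKM, a log2 fold change of -3.26 (SE 0.102, limma adjusted p = 6.87e-08). CLDN2 (ENSG00000165376, chromosome X, 106900164 to 106930861) went from 25.5 ± 5.71 to 2.58 ± 0.716 FPKM, a log2 fold change of -2.89 (SE 0.192, limma adjusted p = 9.2e-06). IER3 (ENSG00000137331, chromosome 6, 30743199 to 30744554) went from 66.7 ± 35.2 to 8.23 ± 5.59 FPKM and had the widest spread of these genes, with a log2 fold change of -2.87 (SE 0.495, limma adjusted p = 0.0024). SEMA6B (ENSG00000167680, chromosome 19, 4542593 to 4559808) went from 7.84 ± 2.7 to 0.333 ± 0.0656 FPKM, a log2 fold change of -2.69 (SE 0.185, limma adjusted p = 1.1e-05). GDF15 (ENSG00000130513, chromosome 19, 18374731 to 18389176) went from 105 ± 27.8 to 16.6 ± 3.89 FPKM, a log2 fold change of -2.58 (SE 0.216, limma adjusted p = 3.2e-05). Values of genes that overlap another annotated gene are uncertain, because the handling of shared reads is not stated. Among the genes named here, PER1, SAA1, FEN1, OSGIN1 and ETV5 overlap a gene on the same strand. TSC22D3, CLDN2, IER3, HSD11B2, CDC45, HJURP, SFTPD, BHLHE40 and CRISPLD2 overlap a gene on the opposite strand, which matters only if the counting ignored the strand, and that is not stated.

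The receptor and steroid-handling genes were reported one by one. NR3C1, which encodes the glucocorticoid receptor (ENSG00000113580, chromosome 5, 143277931 to 143435512, minus strand), was at 17.7 ± 4.67 FPKM in untreated cells and 20.2 ± 8.13 FPKM after dexamethasone (SD, n = 4 each). The difference was smaller than the spread between replicates, with a log2 fold change of 0.11 (SE 0.344, limma adjusted p = 0.834). Much of that spread lay in the libraries numbered 5, at 10.9 FPKM untreated and 8.43 FPKM after dexamethasone. Numbers 1, 3 and 4 had 18.5, 21 and 20.6 FPKM untreated and 21.9, 26.8 and 23.8 FPKM after dexamethasone. With the replicate number as a term the SE was 0.128 (limma adjusted p = 0.509). The direction of the NR3C1 difference depended on single libraries. Its log2 fold change was 0.47 without dexamethasone replicate 5, -0.09 without untreated replicate 5 and -0.06 without dexamethasone replicate 3. With the GC trend removed it was -0.18. NR3C2 was at 0.0188 ± 0.0138 and 0.0156 ± 0.00806 FPKM and was too low to be tested. HSD11B1 (ENSG00000117594, chromosome 1, 209686178 to 209734950) was listed at 0 in all 4 untreated libraries and at 4.23, 3.87, 2.64 and 3.2 FPKM in dexamethasone replicates 1, 3, 4 and 5 (limma adjusted p = 3.18e-06), so no fold is given. HSD11B2 (ENSG00000176387, chromosome 16, 67430652 to 67437553) rose from 0.389 ± 0.0892 to 1.07 ± 0.257 FPKM, a log2 fold change of 0.57 (SE 0.108, limma adjusted p = 0.00392).

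Gene lists fixed in advance were tested as sets with camera, adjusted over 9 lists. The list of genes known to be induced by glucocorticoids had a median log2 fold change of 2.58 over 18 tested members (camera adjusted p = 2.53e-15). All 18 passed the threshold, over all genes tested and also adjusted over the list alone, and 17 of them were higher. ZBTB16, a member of this list, was listed at 0 in all 4 untreated libraries, so its fitted change depends on the pseudocount; with a pseudocount of 0.1 the median of the list was 2.97. By the smallest p, the leading members were TFCP2L1, which rose from 2.18 ± 0.31 to 37 ± 2.32 FPKM with a log2 fold change of 3.58 (SE 0.119, limma adjusted p = 7.88e-08), and CDKN1C, with a log2 fold change of 3.16 (SE 0.108, limma adjusted p = 8.24e-08). The member that was lower was CRISPLD2, named after its values were seen, at 4.48 ± 0.499 FPKM in untreated and 0.839 ± 0.168 FPKM in dexamethasone cells (SD, n = 4 each). Its log2 fold change was -1.58 (SE 0.117, limma adjusted p = 1.42e-05).

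Inflammatory mediators had a median log2 fold change of -1.20 over 11 tested members (camera adjusted p = 1.44e-07), and all 11 were lower. Of these, 10 passed the threshold, and 10 passed when adjusted over the list alone. The 9 other members of this list were too low to be tested, and without the filter on low values the median was -0.41 (camera adjusted p = 9e-05, with a range of 5.21e-08 to 0.00691 over the alternatives). IL11 and CCL2 led the list, and CCL2 had a log2 fold change of -2.17 (SE 0.174, limma adjusted p = 2.4e-05).

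Genes of both cell-cycle lists were lower after dexamethasone. The S-phase list had a median log2 fold change of -0.88 over 43 members (camera adjusted p = 7.51e-14), with 41 lower, 31 past the threshold and 33 past it when adjusted over the list alone. The G2/M list had a median of -0.70 over 54 members (camera adjusted p = 8.15e-12), with 51 lower, 30 past the threshold and 34 past it when adjusted over the list alone. All called members of both lists were lower. By the smallest p, CDC45 (log2 fold change -1.52, SE 0.131, limma adjusted p = 3.35e-05) and FEN1 (-1.29, SE 0.119, limma adjusted p = 4.79e-05) led the S-phase list, and HJURP (-1.40, SE 0.116, limma adjusted p = 2.63e-05) and GTSE1 (-1.21, SE 0.115, limma adjusted p = 6.23e-05) led the G2/M list. These 4 lists also passed with fry and with camera at an estimated correlation, where the largest adjusted p among them was 0.0274.

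The other 5 lists did not shift as sets. Interferon-stimulated genes had a median of -0.02 over 12 members (camera adjusted p = 0.862), with 3 members higher and 2 lower past the threshold and 6 past it when adjusted over the list alone. The 8 other members were too low to be tested. OAS3 fell (log2 fold change -1.19, SE 0.122, limma adjusted p = 0.000101). NRF2 targets had a median of -0.14 over 20 members (camera adjusted p = 0.83), with 3 higher and 4 lower past the threshold and 7 past it when adjusted over the list alone. GPX2 (-1.12, SE 0.165, limma adjusted p = 0.000919) and OSGIN1 (-1.08, SE 0.167, limma adjusted p = 0.00126) led this list. Circadian clock genes had a median of 0.02 over 15 members (camera adjusted p = 0.862), with 1 higher and 4 lower past the threshold and 5 past it when adjusted over the list alone. The 2 other members of the list were too low to be tested. Within this list CIART was the higher one (1.05, SE 0.12, limma adjusted p = 0.000223), and BHLHE40 led the lower ones (-0.89, SE 0.111, limma adjusted p = 0.000316). PER1 was counted only in the glucocorticoid-induced list, so its rise (1.92, SE 0.165, limma adjusted p = 3.73e-05) is not part of these counts.

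Alveolar type II genes had a median of 0.20 over 5 tested members (camera adjusted p = 0.607), and the list passed only with fry (adjusted p = 0.0479, against a range of 0.0479 to 0.86 over the alternatives). The 7 other members, among them SFTPA1, SFTPA2, SFTPB and SFTPC, were too low to be tested, so the result covers only part of the list. SFTPD rose from 0.135 ± 0.0809 to 3.03 ± 0.652 FPKM, with a log2 fold change of 1.82 (SE 0.126, limma adjusted p = 1.11e-05). ETV5 was lower (-0.51, SE 0.134, limma adjusted p = 0.0187), and this call was lost without dexamethasone replicate 1, 3 or 4, with log2 fold changes of -0.47, -0.52 and -0.47. These were the 2 members past the threshold, over all genes tested and when adjusted over the list alone. Cholesterol-synthesis genes had a median of 0.05 over 21 members (camera adjusted p = 0.484), with 2 past the threshold and 1 past it when adjusted over the list alone. The count of 2, adjusted over all genes tested, became 0 without untreated replicate 1 or dexamethasone replicate 4. It was 5 without dexamethasone replicate 5, and 7 without both libraries numbered 5. MSMO1 had a log2 fold change of 0.61 (SE 0.193, limma adjusted p = 0.0429) and lost its call with the GC trend removed, at 0.23, and without untreated replicate 1, at 0.64, or dexamethasone replicate 1, 3 or 4, at 0.61, 0.58 and 0.55.

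**Figure D3:**
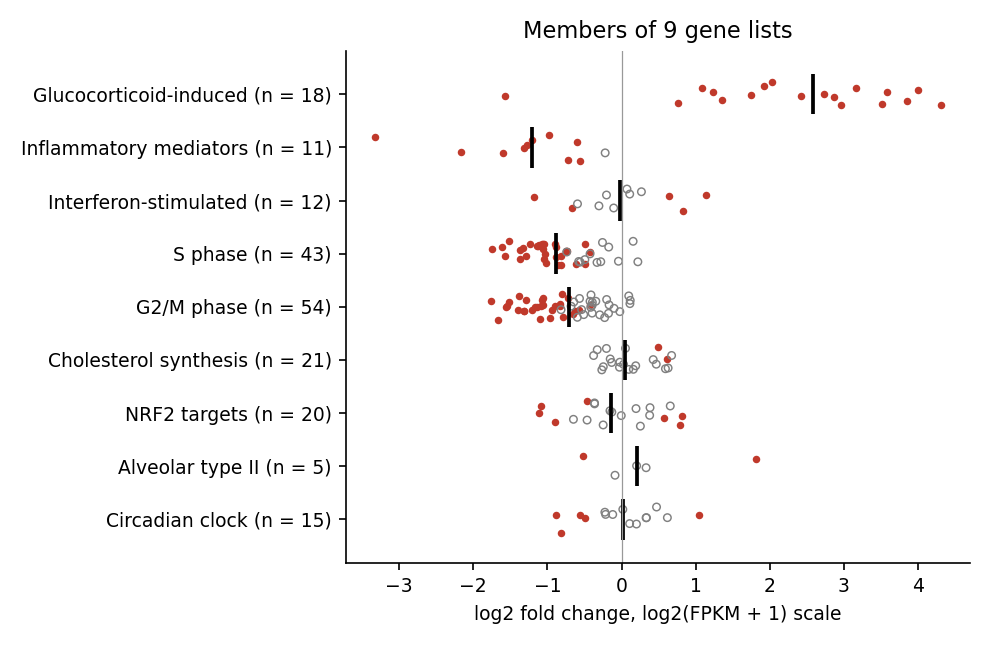
Log2 fold changes (log2(FPKM + 1) scale) of the tested members of 9 gene lists, with each point 1 gene, filled where the limma adjusted p was under 0.05 and open otherwise, and a black line at the median of each list. The medians of the glucocorticoid-induced, inflammatory, S-phase and G2/M lists lie at 2.58, -1.20, -0.88 and -0.70, and those of the other lists lie between -0.14 and 0.20.

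Measures of library composition were compared with a test that limits what can be seen. The smallest p that 4 against 4 libraries allow is 0.0286, and after adjustment over 4 measures a measure that stands alone cannot go below 0.114, so these p-values do not show that the groups were alike. The mitochondrial-genome share of all FPKM was 3.74% ± 1.77 (SD, n = 4) in untreated and 6.05% ± 2.82 (SD, n = 4) in dexamethasone libraries (exact permutation p = 0.257, two-sided, adjusted over 4 measures p = 0.343). The 10 most abundant genes held 8.50% ± 0.559 and 9.93% ± 1.29 of all FPKM (SD, n = 4, exact permutation p = 0.0571, adjusted p = 0.114). Without mitochondrial-genome genes these shares were 7.71% ± 0.715 and 8.07% ± 0.583 (SD, n = 4, exact permutation p = 0.457). Genes with an FPKM of at least 1 numbered 11143 ± 394 and 11225 ± 146 (SD, n = 4, exact permutation p = 0.943, adjusted p = 0.943). The sum of FPKM was 359464 ± 10971 and 343545 ± 5686 (SD, n = 4, exact permutation p = 0.0571, adjusted p = 0.114).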

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

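In each group of 4 libraries, the sample farthest from the others was compared with the range of the group for 81 groups of values. In 11 of them a sample stood apart from the other 3, where chance gives about 1 in 20, or 4. Of the 11, 6 were untreated replicate 5 and 2 were untreated replicate 1. The tests of depth, of exchanged labels, of carry-over gene by gene and of the histone sum in dexamethasone replicate 5 were chosen only after the result was seen, as was the summed histone value as a measure and CRISPLD2 as a gene.

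Untreated replicate 5 had 10555 genes with an FPKM of at least 1, while the other untreated libraries had 11290 to 11378. It lay at -41.4 on the first principal component, where the others lay between -25.2 and -22.5, and at 22.4 on the second, where the others lay between -12.9 and -7.47. Dexamethasone replicate 5 departed from its group in the same way on the second component. A difference in depth is argued against, because untreated replicate 5 was the shallowest library, at 24700000 fragments, and dexamethasone replicate 5 the deepest, at 28550000 fragments. An exchange of treatment labels is argued against by FKBP5, at 3.96 FPKM in untreated replicate 5 and at 92.6 FPKM in dexamethasone replicate 5. The deviations of both libraries from their group means rose with the GC content of genes (Spearman rho 0.779 and 0.728 across genes). Removing the GC trend of each library lowered the SD of the deviations of untreated replicate 5 from 0.456 to 0.297, which stayed above the 0.178 to 0.193 of the other untreated libraries. A GC-dependent bias may therefore carry part of the difference, and the test argues against it as the whole cause. A difference between culture wells or days stays open, since the labels do not say what a replicate number marks, and no biological explanation was tested.

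The summed FPKM of all 70 histone genes was 46594 in untreated replicate 5 against 17868 to 20363 in the other untreated libraries, and 9209 in dexamethasone replicate 5 against 5695 to 6244 in the other dexamethasone libraries. The GC trend was removed over the 58 tested histone genes, whose sums without that step were 46592 in untreated replicate 5 and 9208 in dexamethasone replicate 5. Over these genes the gap of untreated replicate 5 to its neighbour took 0.913 of the range of the group before and 0.888 after the GC trend was removed, above the limit used for a sample that stands apart, so the GC trend is argued against as the whole cause there. For dexamethasone replicate 5 the gap took 0.844 of the range before and 0.789 after, the latter just under that limit, with 8804 in that library against 6154 to 6713 in the others, so a GC-dependent bias is a candidate explanation for part of its distance. What else sets untreated replicate 5 apart, in RNA handling or in the cells, stays open.

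CLDN2 was 34 FPKM in untreated replicate 5 against 22 to 23.2 in the other untreated libraries. With the GC trend removed its gap still took 0.85 of the range, which argues against the GC trend as the whole cause. SEMA6B was 11.9 FPKM in the same library against 6.06 to 6.87. With the GC trend removed its gap took 0.53 of the range and no longer stood apart, so a GC-dependent bias is a candidate explanation for SEMA6B, a gene with a GC content of 67.9%. Both genes remained lower after dexamethasone with the GC trend removed, at log2 fold changes of -2.79 and -2.41. Overlap of CLDN2 with RIPPLY1 on the opposite strand stays open as another source.

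SCNN1B was 0.309 FPKM in untreated replicate 1 against 0.109 to 0.121 in the other untreated libraries, and SAA1 was 0.188 FPKM against 0 to 0.0275. These excesses equal 0.62% and 0.79% of the levels after dexamethasone, so material or reads from a treated library was weighed as a source. The prediction written beforehand was a median excess of at least 0.3% over the other 17 genes that were near 0 in untreated replicates 3, 4 and 5 and had at least 5 FPKM after dexamethasone. The median was 0. Because members went both ways, which a median near 0 cannot settle, a count of genes was added afterwards, with no limit set beforehand: material or reads from a treated library, gene by gene, would raise nearly all of them, and 9 of the 17 were not raised. DNAJC15 stood at 0.0191 FPKM in untreated replicate 1 and at 17.5 after dexamethasone, BEST2 at 0.0177 and 18.7, and SCNN1G at 0 and 13, all below the share that SCNN1B would need. Carry-over from a treated library is argued against by these genes. The other 8 of the 17 were raised. SERPINA3, IP6K3 and METTL7A were raised by 1.58%, 1.71% and 1.3% of their treated levels. ALPP, CIDEC and KRT6A, at 0.472%, 0.399% and 0.323%, also lay above the predicted 0.3%, and MAOA and CYP4F22, at 0.296% and 0.071%, below it. A gene-specific source therefore stays open. Values this low rest on few fragments, and no biological explanation was tested.

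MAOA was 40.1 FPKM in dexamethasone replicate 1 against 38.5 to 38.7 in the other 3 libraries, and stands apart because those lie so close together. CRISPLD2 was 1.09 FPKM in dexamethasone replicate 3 against 0.753 to 0.758. No explanation was tested for these 2 genes.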

How the results depend on the processing

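A pseudocount of 0.1, quantile normalization, limma without trend and robust, and leaving out both libraries numbered 5 were chosen after seeing the data; the other alternatives were planned. The planned DESeq2 and limma-voom fits were not run, because they need read counts.

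Without both samples numbered 5, 5513 genes passed (2678 higher, 2835 lower). An adjusted p under 0.01 left 1858 genes (790 higher, 1068 lower), by construction. Across the 8 fits that each left out 1 library, the count ran from 2362 to 3905, with 1020 to 1748 higher and 1322 to 2157 lower, and the count of genes changed at least 2-fold from 862 to 1071. The latter count was 1505 (688 higher, 817 lower) with a pseudocount of 0.1, which shrinks low genes less, and a test against a fold of 1.2 gave 1578 genes (686 higher, 892 lower). With median-of-ratios scaling 3277 genes passed, with values as deposited 3281, with quantile normalization 3784, without the filter 3627, with a mean FPKM of at least 1 2988, and with the GC trend removed 4546. The share of higher genes among the calls ran from 38.5% with values as deposited to 48.6% without both samples numbered 5, against 43.7%. In none of these settings did a gene shared with the 3310 calls have the opposite sign. That was likely from the start, because the settings share all or most of the libraries.

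With the replicate block, 5777 genes passed (2797 higher, 2980 lower), and with the replicate block and the GC trend removed 5266 (2245 higher, 3021 lower). With the replicate block 11 of the 13 mitochondrial-genome genes were called higher, against 0 without it, and 10 with the replicate block and the GC trend removed. With the replicate block 8 cholesterol-synthesis, 13 NRF2 and 8 circadian genes passed. The deviations of same-numbered libraries correlated at 0.291, 0.065, 0.314 and 0.713 for numbers 1, 3, 4 and 5, and those of other pairs at -0.571 to 0.432. As 1 pair was under 0.1 and the labels do not say what a number marks, the libraries were treated as sharing only a number.

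NR3C1 stayed above the threshold under every alternative, with adjusted p from 0.0575 to 1, and changed direction. Its log2 fold change was -0.182 with the GC trend removed, with and without the replicate block, and ran from -0.091 to 0.474 across the fits that each left out 1 library, with -0.091 without untreated replicate 5 and -0.055 without dexamethasone replicate 3. The cause was not tested.

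The glucocorticoid-induced, inflammatory, S-phase and G2/M lists kept their direction and their side of the threshold under every alternative, with adjusted p up to 0.0274. The median of the inflammatory list was -0.41 without the filter, which adds genes near 0. The interferon, circadian and NRF2 lists changed test direction in some settings without passing the threshold. The interferon list had a median of -0.154 with a mean FPKM of at least 1, and of -0.016 with the replicate block and with fry, where the test direction was down. The circadian list, with a test direction of down, turned up without both samples numbered 5, at -0.002, and without dexamethasone replicate 5, at 0.137. Its median ran from -0.053 to 0.137 across the fits that each left out 1 library. With the GC trend removed, with and without the replicate block, its median was -0.232 and the test direction stayed down. Medians changed sign with the test direction kept in other settings too. Examples are circadian at -0.051 with a mean FPKM of at least 1, interferon at 0.06 with the GC trend removed, and cholesterol at -0.019 without dexamethasone replicate 5. NRF2 targets had a median of -0.076 with quantile normalization, where the test direction was up. The alveolar type II list, at 0.203, passed with fry at an adjusted p of 0.0479, against 0.0479 to 0.86 over its alternatives. The cause was not tested.

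The difference in genes detected was -51 at an FPKM of at least 0.1 and ran from -114.5 without untreated replicate 5 to 159.8 across the fits that each left out 1 library. The first principal component held 63.2% of the variance with all filtered genes, which include less variable ones, and 71.1% to 78% with 1 library left out.

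Among single genes, MSMO1 lost its call in 5 settings other than those that left out a library. MSMO1 and ETV5 lost calls 7 times in the fits that left out 1 library, counted over both genes. The number of list members past the threshold moved in 18 cases, and in 8 more with a library left out. With the GC trend removed 51 G2/M, 11 NRF2, 4 alveolar type II and 9 circadian genes passed, and without both samples numbered 5, 7 cholesterol-synthesis, 14 NRF2 and 8 circadian genes. The cholesterol count ran from 0 to 5 across the fits that each left out 1 library. Depth limits the lowest values, where 1 fragment can set the value of a gene listed near 0.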

Other observations

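The counts of splits, the test of reads shared between histone genes and the fits without both libraries numbered 5 were chosen only after the results were seen, and the histone and mitochondrial genes were picked as families after their values were seen.

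The 8 libraries can be split into 4 and 4 in 35 ways. Only 1 of the 35 splits, the real one, gave as many as 3310 genes with an adjusted p under 0.05, and only 1, again the real one, gave as many as 921 genes changed at least 2-fold. The highest count in any other split was 1 gene. Every other split puts libraries of both treatments on each side, so the treatment difference widens the spread within sides. That count is therefore not a rate of false calls. The splits also cannot tell an effect of dexamethasone from another difference that goes with the groups.

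Histone genes were lower after dexamethasone. Of 58 tested histone genes 52 were called lower, with a median log2 fold change of -1.90. This held at -1.87 with values as deposited and at -1.86 with median-of-ratios scaling. The summed FPKM of all 70 histone genes was 26000 ± 13800 in untreated and 6730 ± 1670 in dexamethasone libraries (SD, n = 4), and the lowest untreated library (17868) lay above the highest dexamethasone library (9209). The mean of the untreated group rests on untreated replicate 5, at 46594, where the other 3 lay between 17868 and 20363. The GC trend is argued against as the whole cause, because the median was -1.75 once it was removed. The libraries numbered 5 are argued against, because without both the median was -1.71. Sharing of reads between near-identical histone genes is argued against by the sum over the family, which differed between the groups (exact permutation p = 0.0286, two-sided, the smallest that 4 against 4 libraries allow). Fewer cells in S phase, when most histone genes are transcribed, would also lower the S-phase list, and that list stayed lower with the GC trend removed, at a median of -1.08. This is consistent with a smaller share of cycling cells after dexamethasone, as a hypothesis formed and tested on the same data. A difference between the groups in the recovery of short, non-polyadenylated transcripts was not tested and stays open. Across tested genes fold changes rose weakly with transcript length (Spearman rho 0.199), and length was itself related to GC content (Spearman rho -0.31).

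Fold changes fell with the GC content of genes, with Spearman rho -0.455 across genes, which are not independent replicates. Of the 3033 genes with the lowest GC content 494 were called higher and 98 lower, and of the 3033 with the highest 218 were called higher and 786 lower. The libraries numbered 5 are argued against as the source, because rho was -0.377 without both. Histone and cell-cycle genes are argued against, because rho was -0.462 without them. The slopes of the libraries on GC content overlapped between the groups (exact permutation p = 0.143, two-sided), but only through dexamethasone replicate 5, at 0.105. For numbers 1, 3 and 4 the slopes were -0.038 to 0.05 in untreated and -0.259 to -0.124 in dexamethasone libraries. Untreated replicate 5 was at 0.495. Within numbers 1, 3, 4 and 5, rho was -0.495, -0.178, -0.311 and -0.559. The test therefore does not show that the slopes of the groups were alike. A GC bias of library preparation that differs between the groups cannot be told apart from an effect of dexamethasone on GC-rich genes, since each library belongs to 1 group and no sample separates preparation from treatment. Calls among these genes may therefore hold a technical part: with the GC trend removed they were 387 higher and 546 lower among those with the lowest GC content and 571 higher and 736 lower among those with the highest.

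All 13 protein-coding genes of the mitochondrial genome had higher means after dexamethasone, with a median log2 fold change of 0.64. In the comparison of all 8 libraries the group was the only term. There 0 of the 13 had an adjusted p under 0.05, and 0 an unadjusted p under 0.05. With the replicate number as a further term, 11 of the 13 were called higher, and 10 with the GC trend also removed. The mitochondrial-genome share of FPKM was higher after dexamethasone for each replicate number. Untreated and dexamethasone libraries had 6.04% and 9.44% for number 1 and 3.45% and 5.91% for number 3. They had 3.71% and 6.3% for number 4 and 1.74% and 2.55% for number 5. Without both libraries numbered 5 the median was 0.76, with 1 of the 13 called and 5 at an unadjusted p under 0.05, so the result depends on how the differences between replicates are treated. With the GC trend removed the median was 0.49, with 12 of the 13 higher, 0 called and 0 at an unadjusted p under 0.05. Removing the GC trend thus took away a part of the median. Over all 8 libraries none of the 13 passed with the group as the only term, whereas most passed with the replicate number added. As the labels do not say what a replicate number marks, the source of the rest stays open. No biological explanation was tested.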
